A study of Danio rerio with 16 samples.

How the data were processed

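RNA was sequenced from adult zebrafish heart ventricles in 16 libraries, each made from a pool of 3 ventricles. The fish were wild type of the AB strain or carried a CRISPR/Cas9-made mutation in ankrd1a, a gene for an ankyrin repeat protein of striated muscle. In the injured groups a probe cooled in liquid nitrogen was held on the ventricle for 25 seconds, and in the sham groups the probe was at room temperature; both recovered for 7 days. The labels' protocols describe poly(A)-selected, strand-specific libraries. There were 4 groups of 4 libraries, and the group and replicate number of each library were taken from its title in the labels.

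The authors deposited 1 table of expected counts, which are estimated counts per gene that need not be whole, for 32520 Ensembl gene IDs. The unit was read from the values, of which 3.00% to 5.02% per library were not whole, because neither the labels nor the file header states the aligner, the counting program, the genome build or the annotation. It is therefore also not stated whether strand was used in counting or how reads shared between paralogs were divided, so values of near-identical genes are uncertain. The deposited estimated counts were rounded to whole numbers before any test, and no column was left unused. Gene symbols came from a table of gene IDs and symbols, in which 29201 IDs had a symbol and 6314 shared theirs with another ID; genes are therefore reported by symbol and ID. Chromosomes were taken by symbol from a RefSeq gene list of the GRCz12tu assembly and used to ask which genes share a chromosome with ankrd1a or lie within 10 Mb of it, and to count calls on each chromosome; no coordinate is given, since the build of the deposited counts is not stated.

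Total counts ranged from 5623721 to 12254719 per library. A gene counted 3 times or fewer in every library of a group was treated as at the floor, and a fold against such a group is given as a lower bound. Counting error is only part of the error of each value, since reads without molecular identifiers are not independent molecules.

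Genes were tested with the quasi-likelihood F test of edgeR 4.0.16 in R 4.3.3 with limma 3.58.1. Genes were filtered with filterByExpr on the groups, which left 14986 genes, and libraries were scaled by TMM, with factors from 0.815 to 1.26. A single fit of 4 group means over all 16 libraries gave 5 contrasts: injury in wild type, injury in mutants, genotype in sham, genotype in injured fish and the interaction of injury and genotype. P-values were adjusted by the Benjamini-Hochberg method over the genes of a contrast, and genes with an adjusted p below 0.05 are called changed. Values per library are counts per 1000000 counts (CPM) after TMM scaling. Standard errors of log2 fold changes were taken from the F statistic. Principal components were computed on log2 CPM with a prior count of 2 over all tested genes. For ANKRD1, an exact two-sided permutation test of log2(CPM + 1) was made beside the edgeR test; 4 against 4 libraries cannot give a p below 0.0286.

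There were 13 gene lists, for injury markers, cell cycle, sarcomere, oxidative phosphorylation, glycolysis, extracellular matrix, leukocytes, epicardium, immediate early genes, circadian clock, skeletal muscle, erythrocytes, and atrium and bulbus arteriosus. Of their 279 names, 261 matched a symbol, 188 of them exactly and the others after a paralog suffix was dropped, so that a name can stand for both paralogs. Each list was tested in the 5 contrasts with camera at a preset correlation of 0.01, adjusted over all 65 tests, with fry and with camera at an estimated correlation beside it. The injury score of a library was the mean log2 CPM, signed by the direction of the injury effect averaged over genotypes, of the 6214 genes called for that average, centred on the mean of all libraries. Genotype labels were permuted within treatment for its exact two-sided test. Calls on the chromosome of ankrd1a were compared with all tested genes by Fisher's exact test, two-sided.

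Groups, tests, lists and alternatives were fixed before the data were examined, as was the rule for naming genes. ANKRD1 and ANKRD2 were always named. For each contrast the 5 genes that rose most and the 5 that fell most were named, among called genes with at least 10 CPM in a compared group, a symbol that is not a clone name, and 4 and 4 libraries that did not overlap. The alternatives were DESeq2 1.42.0, RLE scaling, other filters on low counts, fits of only the compared groups, the replicate number as a block, a minimum log2 fold change of 1, and leaving out each library in turn.

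The procedure was tested on simulated counts with 200 changed genes, all drawn from genes above a minimum level in sham wild type. The spread of each simulated gene followed the trend over expression level. In a comparison of 4 against 4 libraries it called 99% of changes of 2 on the log2 scale and 59% of changes of 1, over 14111 genes, and 1.86% of its calls were false. For the interaction, over 13976 genes, it called 97% and 20%, and 6.4% of its calls were false. Of 100 unchanged random lists, camera gave an unadjusted p below 0.05 for 6 and fry for 10. These simulated genes varied independently of each other, which real lists do not. Python 3.11.15 with pandas 2.3.3 read the table.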

Results

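The series measured gene expression in the ventricle 7 days after cryoinjury or sham operation, in wild-type zebrafish and in ankrd1a mutants, with 4 libraries in each of the 4 groups. The stated purpose was to find genes downstream of ankrd1a in the regenerating heart. The total count averaged 6518792 ± 648694 in sham wild type, 8342902 ± 2666842 in sham mutants, 7156482 ± 578375 in injured wild type and 7773542 ± 2418938 in injured mutants (SD, n = 4 each). The deepest libraries were replicate 4 of the sham mutants, at 12254719 counts, and replicate 4 of the injured mutants, at 11219932 counts. Mitochondrial genes took 20.8% ± 2.36 of the counts in sham wild type and 20.2% ± 1.36 in sham mutants, against 12.0% ± 2.87 in injured wild type and 13.8% ± 0.499 in injured mutants (SD, n = 4). Injured wild-type replicate 4 had the lowest share, 7.91%. Counts of the libraries of a group differed by more than sampling noise, with a chi-square per degree of freedom of 7.49 to 35.9 over the 24 pairs, so no library was a copy of another.

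The first principal component of log2 CPM held 37.5% of the variance and separated all 8 injured libraries from all 8 sham libraries. The second component held 17.0% and separated the genotypes. The labels give no sequencing batch.

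**Figure D1:**
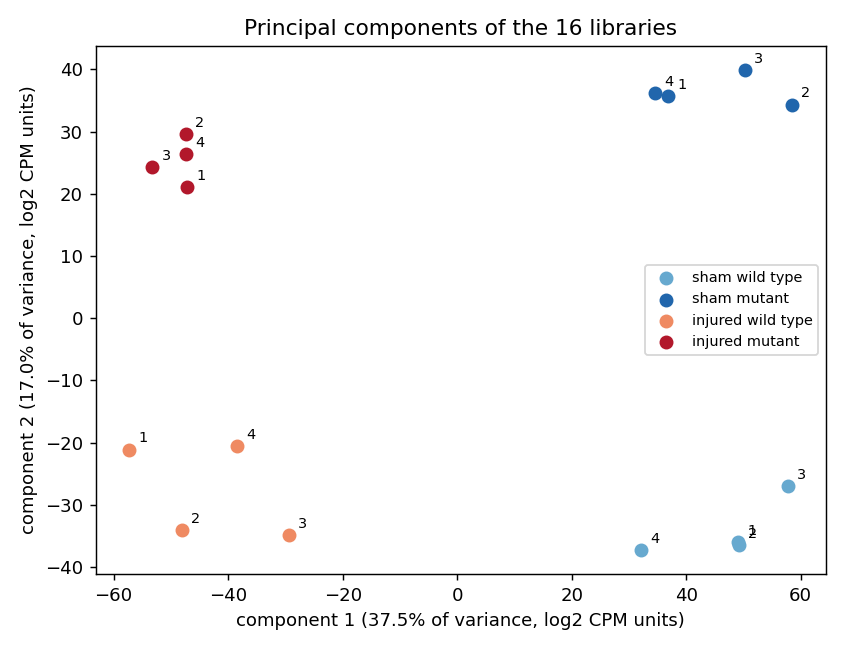
Each point is 1 of the 16 libraries, coloured by group and numbered by replicate, on the first component (horizontal axis, 37.5% of variance) and the second component (vertical axis, 17.0%). Injured libraries lie at -57.3 to -29.4 on the first component and sham libraries at 32.1 to 58.5.

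The mutated gene was examined first. The symbol ANKRD1 belonged to 2 gene IDs, and the symbol table does not say which of them is ankrd1a and which its paralog ankrd1b. ENSDARG00000075263 averaged 23.8 ± 15.6 CPM in injured wild type and 23.0 ± 8.35 CPM in injured mutants, against 1.77 ± 1.88 CPM in sham wild type and 0.480 ± 0.306 CPM in sham mutants (SD, n = 4). Its counts were 66 to 340 per library in injured wild type and 145 to 249 in injured mutants. Injury raised it by 3.73 on the log2 scale in wild type (SE 0.60, edgeR adjusted p = 0.000224) and by 5.51 in mutants (SE 0.70, edgeR adjusted p = 2.92e-05). Its level did not differ detectably between genotypes: the log2 fold change was -0.06 in injured fish (SE 0.47, edgeR adjusted p = 0.969, exact permutation p = 0.886) and -1.84 in sham fish (SE 0.88, edgeR adjusted p = 0.254, exact permutation p = 0.229). The sham value rested on 1 library, since without sham wild-type replicate 4 it was -0.84. ENSDARG00000076192, the other ID, had at most 5 counts in any library. ANKRD2 (ENSDARG00000002722) had at most 1 count. The expression of these IDs therefore does not check the genotype labels.

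**Figure D2:**
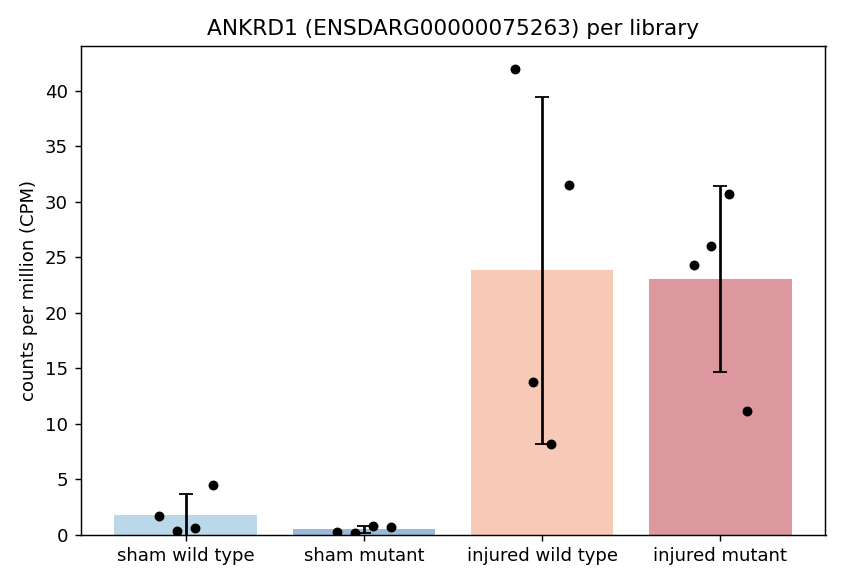
CPM of ANKRD1 (ENSDARG00000075263) on the vertical axis for the 4 groups on the horizontal axis, with bars for means, lines for 1 SD (n = 4) drawn no lower than 0, and points for libraries. Both injured groups lie above both sham groups, and the genotypes overlap.

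The injury effect in wild type asks what cryoinjury changes in the ventricle by day 7. Of 14986 genes tested, 3798 were called by edgeR (adjusted p below 0.05), 2076 higher and 1722 lower after injury. The count moved most when a log2 fold change of at least 1 was also required, to 1867 genes. In 3113 of the called genes the 4 injured and 4 sham libraries did not overlap; over all tested genes this held for 26.1%, where chance gives 2.86%. The genes that rose most under the naming rule were nppal (ENSDARG00000052948), COL11A1 (ENSDARG00000026165), LAMA1 (ENSDARG00000102277), adam8a (ENSDARG00000001452) and grna.2 (ENSDARG00000088641). The adam8a gene went from 1.16 ± 0.487 to 43.0 ± 15.6 CPM (SD, n = 4), a log2 fold change of 5.17 (SE 0.40, edgeR adjusted p = 5.79e-07). The sham libraries had at most 3 counts of nppal and COL11A1, which were at least 58.6-fold and at least 21.4-fold higher after injury. nppal varied from 2.44 to 109 CPM between the injured libraries, and its log2 fold change was 4.24 without injured wild-type replicate 1. The genes that fell most were NR4A3 (ENSDARG00000055854), MAF (ENSDARG00000076520), KLF9 (ENSDARG00000068194), ATP1B1 (ENSDARG00000076833) and PPTC7 (ENSDARG00000011122), with log2 fold changes from -3.60 to -2.27. NR4A3 went from 239 ± 185 to 19.7 ± 10.4 CPM (SD, n = 4; log2 fold change -3.60, SE 0.69, edgeR adjusted p = 0.000944).

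In the mutants, the same contrast called 4336 genes, 2479 higher and 1857 lower. In 3537 of these the libraries did not overlap, against 29.2% of tested genes and 2.86% by chance. The genes that rose most were nppal, SALL1 (ENSDARG00000075891), ANKRD1, ccl34a.4 (ENSDARG00000090873) and hspb9 (ENSDARG00000078674). SALL1, with at most 3 counts in each sham mutant library, was at least 25.4-fold higher after injury. The ccl34a.4 gene went from 1.76 ± 0.713 to 44.2 ± 14.0 CPM (SD, n = 4; log2 fold change 4.64, SE 0.58, edgeR adjusted p = 2.62e-05). The genes that fell most were cdkn1ca (ENSDARG00000010878), G6PC1 (ENSDARG00000014967), CEP85 (ENSDARG00000060215), CDH18 (ENSDARG00000102769) and stk17al (ENSDARG00000015922), with log2 fold changes from -2.75 to -2.07. G6PC1 went from 95.3 ± 34.4 to 21.2 ± 7.09 CPM (SD, n = 4; log2 fold change -2.16, SE 0.31, edgeR adjusted p = 7.79e-05). CDH18 had the weakest call (edgeR adjusted p = 0.0295), which was lost in 5 of the 8 fits that left out a library (edgeR adjusted p up to 0.074, without injured mutant replicate 2). The injury contrasts of the genotypes use different libraries. They shared 2635 called genes, of which 2631 had the same sign, where independent calls would share 1100, and across genes, which are not independent replicates, the log2 fold changes had a Pearson r of 0.739.

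The genotype effect in sham fish asks what differs between mutant and wild-type ventricles without freezing. It called 870 genes, 392 higher and 478 lower in mutants; 782 of them did not overlap between genotypes, against 13.8% of tested genes and 2.86% by chance. The count was 559 without sham wild-type replicate 2 and 568 without sham mutant replicate 4. The genes highest in mutants under the naming rule were CCDC39 (ENSDARG00000100981), mhc2dhb (ENSDARG00000116524), PFKM (ENSDARG00000014179), apoeb (ENSDARG00000040295) and PPP1R27 (ENSDARG00000100504). PFKM averaged 60.6 ± 9.55 CPM in sham mutants and 4.38 ± 2.84 CPM in sham wild type (SD, n = 4; log2 fold change 3.80, SE 0.55, edgeR adjusted p = 0.000819). The apoeb gene ranged from 2.09 to 40.9 CPM in sham mutants, and without sham mutant replicate 1 its log2 fold change was 1.56 (edgeR adjusted p = 0.0892). Its call was lost in 3 of the 8 fits without a library, and also with the replicate number as a block (edgeR adjusted p = 0.0552). The calls of mhc2dhb and PPP1R27 were each lost in 4 of the 8 fits without a library, with edgeR adjusted p up to 0.0834 without sham wild-type replicate 2 for mhc2dhb and up to 0.127 without sham mutant replicate 4 for PPP1R27. With DESeq2 the calls of mhc2dhb and CRYAB were lost (adjusted p of 0.185 and 0.0979). Those that fell most were mhc1uba (ENSDARG00000075963), actc1c (ENSDARG00000076126), SYT1 (ENSDARG00000030614), CRYAB (ENSDARG00000101380) and smpd5 (ENSDARG00000059811). SYT1 averaged 3.99 ± 1.40 CPM in sham mutants and 66.2 ± 20.2 CPM in sham wild type (SD, n = 4; log2 fold change -4.08, SE 0.33, edgeR adjusted p = 3.37e-06). No count of mhc1uba was found in the sham mutants, so it was at least 446-fold lower there, but 3 of the 4 injured mutant libraries had 109 to 243 CPM of it. The actin gene actc1c averaged 5.10 ± 1.32 CPM in sham mutants and 4788 ± 754 CPM in sham wild type (SD, n = 4; edgeR adjusted p = 0.0077). Its paralog actc1a (ENSDARG00000042535), named after its values were seen, had a higher mean in sham mutants but was not called (log2 fold change 0.56, edgeR adjusted p = 0.0824), and the sum of both did not differ detectably (log2 ratio 0.18, exact permutation p = 0.229, n = 4).

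The genotype effect in injured fish asks what the mutation changes in the regenerating ventricle. It called 384 genes, 168 higher and 216 lower in mutants, of which 334 did not overlap, against 8.03% of tested genes and 2.86% by chance. DESeq2 called 672 genes and an edgeR fit of the injured libraries alone called 198. The count was 208 without injured wild-type replicate 2, 229 without replicate 3 of that group, and 250 without injured mutant replicate 2. The genes highest in mutants were CCDC39, mhc2dhb, mhc2dgb (ENSDARG00000104635), PFKM and PYGL (ENSDARG00000002197). CCDC39 averaged 13.2 ± 3.41 CPM in injured mutants and 0.221 ± 0.223 CPM in injured wild type (SD, n = 4; log2 fold change 5.74, SE 0.68, edgeR adjusted p = 0.000246). The calls of mhc2dhb and mhc2dgb were lost with DESeq2 (adjusted p of 0.155 and 0.0684). Those that fell most were mhc2dab (ENSDARG00000079105), SYT1, NECAB3 (ENSDARG00000074794), TNNC1 (ENSDARG00000037539) and cacna1aa (ENSDARG00000037905). mhc2dab had no count in injured mutants and was at least 54.9-fold lower there. SYT1 averaged 3.26 ± 0.484 CPM in injured mutants and 47.2 ± 19.1 CPM in injured wild type (SD, n = 4; log2 fold change -3.84, SE 0.32, edgeR adjusted p = 7.72e-06). TNNC1 ranged from 18.1 to 151 CPM within injured wild type. The call of cacna1aa was lost in 5 of the 8 fits without a library (edgeR adjusted p up to 0.0804, without injured mutant replicate 1), and that of PYGL in 1 (edgeR adjusted p = 0.0515, without injured wild-type replicate 2).

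The sham and injured genotype contrasts use different libraries, so they share no controls. They had 204 called genes in common, all with the same sign, where independent calls would share 22.3. Of the genes called in sham fish, 89.9% had the same sign in injured fish, and of those called in injured fish, 94.8% had it in sham fish. Across genes, which are not independent replicates, the log2 fold changes had a Pearson r of 0.573 and a Spearman rho of 0.399. Among genes with at least 10 CPM the shared calls were 97. The shared calls were 128 without injured wild-type replicate 2 and 133 without replicate 3 of that group.

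**Figure D3:**
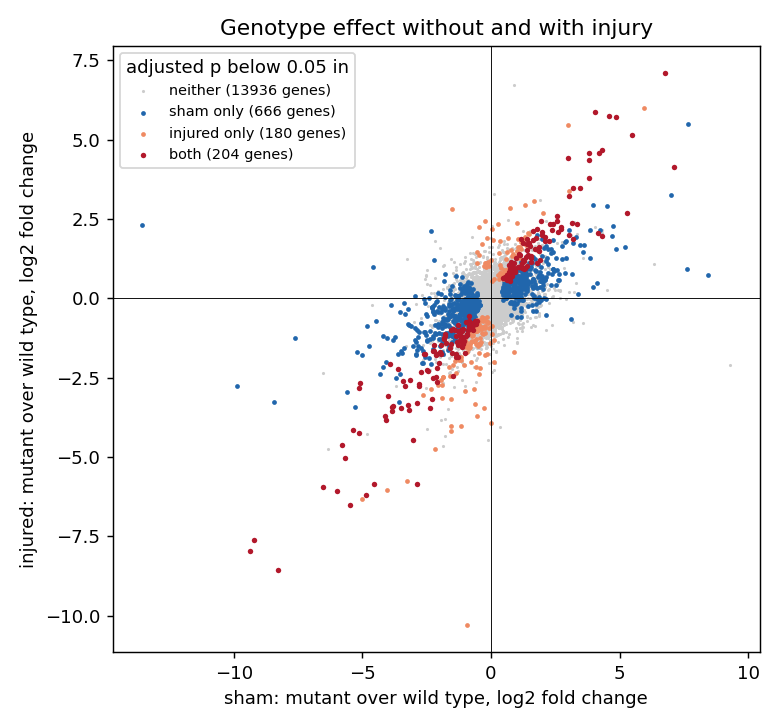
Each point is a tested gene, with the log2 fold change of mutant over wild type in sham fish (horizontal axis) and in injured fish (vertical axis). Colours mark genes with an adjusted p below 0.05 in sham fish, in injured fish, in both (204 genes) or in neither.

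Whether the injury response itself differed between genotypes was tested as the interaction. No gene was called, and the smallest edgeR adjusted p was 0.0876. At an unadjusted p below 0.05 there were 1155 genes, 7.71% of those tested. DESeq2 called 39 genes, and the edgeR count rose to at most 6 when a library was left out, without injured mutant replicate 4. On simulated data the interaction test recovered 97% of changes of 2 on the log2 scale but only 20% of changes of 1, so smaller differences were mostly not detectable with these libraries. The simulated changes lay only in genes above a minimum level in sham wild type, with spread set by the trend over expression level. That recovery therefore does not cover low or unusually variable genes. For ANKRD1, low in sham fish, an interaction of 1.782 (SE 1.001, edgeR adjusted p = 0.706) was not called. The injury score, over 6214 genes called for the injury effect averaged over genotypes, rose from -0.46 ± 0.09 to 0.45 ± 0.12 in wild type and from -0.47 ± 0.09 to 0.48 ± 0.04 in mutants (SD, n = 4). The response was 0.91 in wild type and 0.95 in mutants, and the difference of 0.04 was within the spread of libraries (exact two-sided permutation p = 0.649, 4900 permutations, n = 4). It was -0.01 without injured wild-type replicate 3 and also without sham wild-type replicate 4.

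**Figure D4:**
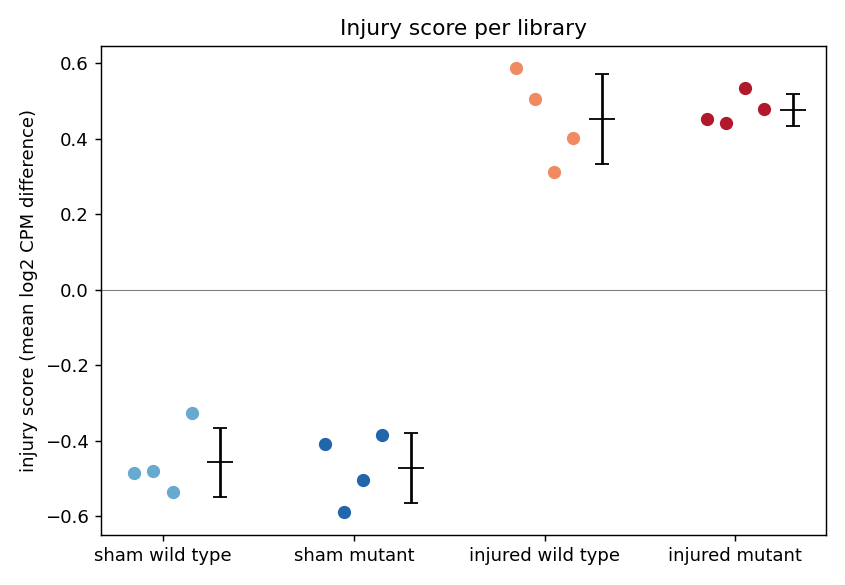
Injury score (mean log2 CPM difference, vertical axis) of each library in the 4 groups (horizontal axis), with points for libraries and lines for means with 1 SD (n = 4). Sham libraries lie between -0.59 and -0.33, and injured libraries between 0.31 and 0.59, with overlapping genotypes.

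Of the 13 gene lists, camera called 9 for injury in wild type and 8 for injury in mutants, adjusted over 65 tests. Cell cycle genes rose by a median of 2.83 in wild type and 2.54 in mutants on the log2 scale (camera adjusted p = 2.18e-35 and 2.64e-34); with genes at the floor set to their bound the medians were 2.83 and 2.48. Of its 38 genes, 38 were called in wild type adjusted over the list alone, and 38 over all genes tested. Injury markers rose by medians of 2.43 and 2.75, leukocyte genes by 2.42 and 2.18, and extracellular matrix genes by 1.59 and 1.60. These 4 lists also held in both genotypes under fry and under an estimated correlation. The injury marker and matrix lists share their FN1, POSTN, COL12A1, TNC and TIMP2 genes, so they are not separate support. Of the other markers, il11a (log2 fold change 3.556) and ALDH1A2 (1.304) were called in wild type. In the same contrast nppa (-0.018, edgeR adjusted p = 0.97) and nppb (0.67, edgeR adjusted p = 0.317) were not. Adjusted over the list alone, 10 of the 14 injury marker genes, 31 of the 34 matrix genes and 21 of the 22 leukocyte genes were called in wild type, against 10, 31 and 20 over all genes tested. The atrium and bulbus list rose by 1.07 and 0.86, sarcomere genes fell by 0.45 and 0.41, and oxidative phosphorylation genes fell by 0.58 and 0.48, in both genotypes under camera and fry but not under an estimated correlation. Glycolysis (-0.55) and epicardium (0.87) were called by camera in wild type and not in mutants, and immediate early genes (0.79) in mutants and not in wild type; fry also called epicardium in mutants. The differences between genotypes for these lists are those of the interaction, which follow. Clock, skeletal muscle and erythrocyte lists were called by camera in neither genotype after injury.

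For the genotype effect, camera called 1 list in sham fish, leukocyte genes, with a median of 0.42 (camera adjusted p = 0.00393, fry adjusted p = 0.302). Without sham mutant replicate 1 this call was lost (camera adjusted p = 0.0502). In injured fish it called 7 lists. The largest median was that of skeletal muscle genes, -2.26 (camera adjusted p = 1.16e-05, fry adjusted p = 0.106), followed by erythrocyte genes, -0.94, and clock genes, -0.38. Glycolysis (0.29), immediate early (0.21), oxidative phosphorylation (0.18) and epicardium (-0.22) had smaller medians. Of these, only epicardium held under fry (adjusted p = 0.0489) and none held under an estimated correlation. For the interaction camera called glycolysis (0.31), immediate early (0.39), skeletal muscle (-1.62) and epicardium (-0.31) genes, none of which held under fry or an estimated correlation. Several of these camera calls in injured fish were lost when a library was left out. This held in 5 of the 8 fits for immediate early genes, 5 for epicardium and 4 for oxidative phosphorylation. Glycolysis and erythrocyte genes lost their calls in 1 fit each. The oxidative phosphorylation call was also lost with the replicate block (camera adjusted p = 0.0645), and the immediate early call with RLE scaling (camera adjusted p = 0.0507). Without injured wild-type replicate 1 the camera adjusted p was 0.401 for erythrocyte and 0.453 for immediate early genes, and without injured mutant replicate 1 it was 0.172 for glycolysis and 0.595 for oxidative phosphorylation. For epicardium it was 0.0902 without injured mutant replicate 4. The skeletal muscle call in injured fish held without injured wild-type replicate 1 (camera adjusted p = 0.00439), but that of the interaction did not (camera adjusted p = 0.354), nor did the latter hold without injured mutant replicate 4.

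Genes near an edited locus can differ between a mutant line and another strain whatever the edit does. Of 731 sham genotype calls known to be on or off the chromosome of ankrd1a, 31 (4.24%) lay on it, against 3.21% of tested genes (odds ratio 1.36, Fisher's exact p = 0.105). Genes with several candidate chromosomes count as off it when none is that of ankrd1a. Among genes placed on a single chromosome the shares were 5.05% and 3.79% (odds ratio 1.38, Fisher's exact p = 0.102). In injured fish 13 of 318 calls known to be on or off it lay there (4.09%, odds ratio 1.29, Fisher's exact p = 0.334). Within 10 Mb of ankrd1a in the GRCz12tu assembly, the odds ratios were 1.81 (Fisher's exact p = 0.0238) and 2.28 (Fisher's exact p = 0.0265), from 18 and 10 called genes. The value for injured fish varied with single libraries, with 2.26 for the chromosome without injured wild-type replicate 3, 2.04 without replicate 2 of that group and 2.01 without injured mutant replicate 1. In sham fish it was 0.923 without sham mutant replicate 2.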

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

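The camera tests of the gene lists, at both correlations, and the fits without a library were fixed beforehand. The other tests in this part were chosen after the results were seen. Among 152 groups of 4 libraries examined for a library far from the other 3, 13 had one, where chance gives about 7.6; the values share libraries and genes, so they are not independent.

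The interaction test of the gene lists differed between genotypes for 4 lists under camera: glycolysis (median log2 difference 0.31), epicardium (-0.31), immediate early genes (0.39) and skeletal muscle (-1.62). With the correlation between genes estimated from the libraries, the adjusted p was 0.543 for glycolysis, 0.441 for epicardium, 0.441 for immediate early genes and 0.645 for skeletal muscle, so genes of a list moving together between libraries may account for these calls. For immediate early genes the genotype median was -0.446 in sham fish (camera adjusted p = 0.0652) and 0.209 in injured fish. Their interaction therefore rests on the sham side as well as the injured side. No single library decided the camera call of this list, whose largest adjusted p with a library left out was 0.00527. The glycolysis call also held in all 16 such fits, with an adjusted p up to 0.0413. For epicardium the call was lost in 10 of the 16, with an adjusted p up to 0.133 without sham wild-type replicate 1. A difference of the injury response between genotypes is not excluded for these lists.

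The skeletal muscle list was lower in injured mutants than in injured wild type, and 1 injured wild-type library was high. Of its 13 genes, 11 were highest in injured wild-type replicate 1 among the 8 injured libraries. The most abundant gene of the list, ckma, which the sham ventricles also express, was 2613 CPM there and up to 3697 CPM in the other injured libraries, a level that would hide a small share of other muscle. The most abundant of the genes highest there, pvalb2, was 93.0 CPM. The call of the interaction was lost without this library (camera adjusted p = 0.354) and also without injured mutant replicate 4, so the loss is not specific to it. The lower level in injured mutants was still called without injured wild-type replicate 1 (camera adjusted p = 0.00439). All 7 erythrocyte genes were highest in the same library, with 5801 CPM of hbaa1 there and at most 2873 CPM elsewhere. These counts, 11 and 7, were first read as support for skeletal muscle and blood carried over into that pool. Because the library was picked for its high list means, they restate that choice, and the reading was withdrawn after the values were seen. Carry-over and a mutant effect cannot be told apart here. The skeletal muscle list was also higher in injured wild-type replicate 4, at a mean log2 CPM of 3.93 against 1.61 in replicate 2 and 2.78 in replicate 3, so carry-over in that pool is open as well. The erythrocyte list was not called without injured wild-type replicate 1 (camera adjusted p = 0.401), and was called in the other 7 fits without an injured library.

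The clock gene list averaged 4.52 on the log2 CPM scale in sham wild-type replicate 4, against 5.18 to 5.23 in the other 3 sham wild-type libraries. A candidate explanation is sampling at another time of day. Over deviations from the group means in all 16 libraries, the genes NR1D, PER1, PER3, DBP, TEF and CIART ran against BMAL1. The Pearson r was -0.782 (permutation p = 0.00042) and the Spearman rho was -0.67 (permutation p = 0.00591). Permutations in this paragraph ran over all libraries and not within groups. Each group's deviations are tied to its mean, so these p-values are approximate. Without the 2 libraries farthest from the median, sham wild-type replicate 4 and injured mutant replicate 1, and with the group means taken again from the rest, r was -0.474 (permutation p = 0.0869), so the relation is not established apart from them. A loss of quality that acted alike on all clock genes would have moved both arms the same way. No effect of quality on the arms was tested, so other such effects stay open. In that library the first arm lay at -1.30 and BMAL1 at 0.97, so it carries much of the relation. The labels give no sampling time, so a biological difference in that pool stays open. The sham comparisons include this library.

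The atrium and bulbus list averaged 5.98 in injured mutant replicate 3, against 5.36 to 5.45 in the other 3 injured mutant libraries. Injured wild-type replicates 1 and 4 were nearly as high, at 5.92 and 5.84. Of its 10 genes, 7 were highest in injured mutant replicate 3 among the 4 injured mutant libraries, a count that was first read as support for atrial or outflow tissue in that pool. The library was picked for its high mean, so the count restates it and that reading was withdrawn after the value was seen. MYH6 was 3511 CPM there against at most 3213 CPM in the other injured mutant libraries. Atrial or outflow tissue and variation between pools cannot be told apart.

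Several single genes also stood apart in 1 library. Among MHC genes, mhc2dhb reached 1.65 in sham wild-type replicate 3 and 2.27 in injured wild-type replicate 1, and mhc2dgb 1.16 in injured wild-type replicate 1, against -1.91 (no count) in the other libraries of those groups; mhc2dgb was 2.31 in injured mutant replicate 4, against 3.73 to 4.01. These are log2 CPM values, as are those that follow. A strain variant that some pools carry is a candidate explanation, but among 19 named genes that switched between at most 3 counts and at least 20 CPM within a group only 1 was an MHC gene (Fisher's exact p = 0.0195). This p was first read as evidence for such variants; because it rests on 1 gene, that reading was withdrawn after the value was seen, and the test is too small to decide. In the others, SYT1 was 6.60 in sham wild-type replicate 4 against 5.76 to 5.86, cacna1aa 2.08 in injured wild-type replicate 1 against 3.77 to 4.02, KLF9 3.66 in injured wild-type replicate 4 against 2.85 to 2.89, and CCDC39 3.08 in injured mutant replicate 1 against 3.88 to 3.99. In sham mutants, nppal was -0.052 in replicate 4 against -1.91, hspb9 -1.91 in replicate 2 against 0.07 to 0.46, and ccl34a.4 -0.06 in replicate 1 against 1.24 to 1.27; these lie near the floor. No biological explanation was tested for these single genes.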

How the results depend on the processing

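Among 7 alternatives to the reported fit, the injury counts stayed within 1.5 times their value except when a log2 fold change of at least 1 was required, which left 1867 genes in wild type and 2130 in mutants. The sham genotype count stayed within that range under all 7, from 581 genes with the fold change minimum to 1231 with DESeq2. The injured genotype count was 198 when only the injured libraries were fitted and 672 with DESeq2, and stayed within range under the other 5. DESeq2 shared 378 of the 384 calls, and the fit of the injured libraries shared 182. The interaction had 0 genes except for 10 when all genes with a read were tested and 39 with DESeq2; at an unadjusted p below 0.05 the numbers were 1643 and 1186. The cause of these changes was not tested, apart from the fold change minimum, which can only remove genes.

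Across the fits that each left out one library, the injury effect had 3027 to 3659 genes in wild type and 3361 to 3991 in mutants, the genotype effect 559 to 724 genes in sham and 208 to 534 in injured fish, and the interaction 0 to 6 genes. The largest injured count, 534, came without injured wild-type replicate 1, the library with high muscle and blood genes. The genes called with one sign in both genotype effects were 128 to 243 in these fits, and 97 among genes with at least 10 CPM, a setting that tests fewer genes.

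The log2 fold change of ANKRD1 between genotypes in injured fish was near 0 and changed sign, to 0.21 with the replicate block and over -0.34 to 0.36 with a library left out, always far from the threshold (edgeR adjusted p from 0.725 to 0.968 in the latter). The cause was not tested. Its sham difference was -2.21 to -0.84, its injury effect 3.31 to 4.73 in wild type and 5.26 to 5.84 in mutants, and its interaction 0.78 to 2.198. The difference in injury response between genotypes ranged from -0.0067 to 0.0893 across the fits without a library.

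The odds ratio for the ankrd1a chromosome was 0.923 to 1.42 in sham and 0.989 to 2.26 in injured fish with a library left out. It passed the threshold within 10 Mb, at 1.81 in sham and 2.28 in injured fish, where fewer genes are counted, and in 3 of the fits without an injured library; the cause was not tested.

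The set tests depended most on the correlation assumed between genes. With an estimated correlation, 0 of the 5 contrasts were called for the sarcomere, oxidative phosphorylation, glycolysis, epicardium, immediate early, circadian clock, skeletal muscle, erythrocyte, and atrium and bulbus lists. With fry, glycolysis and immediate early genes were called in 1 contrast each, and circadian clock, skeletal muscle and erythrocyte genes in 0. With a library left out, the number of contrasts called by camera was 2 for injury markers, 2 to 3 for cell cycle, 2 to 4 for sarcomere, 2 to 4 for oxidative phosphorylation, 3 for glycolysis, 2 to 4 for extracellular matrix, 2 to 4 for leukocyte, 1 to 3 for epicardium, 2 to 4 for immediate early, 1 to 3 for circadian clock, 1 to 3 for skeletal muscle, 0 to 3 for erythrocyte, and 2 for atrium and bulbus arteriosus. In these fits camera called 3 to 8 lists for the interaction, against 4 with all libraries. For genotype it called 1 to 3 lists in sham fish without a sham library, against 1 with all libraries. In injured fish it called 4 to 8 lists without an injured library, against 7 with all libraries.

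The replicate numbers recur in all groups. Of the 24 pairs of same-numbered libraries, 5 had deviations from their group means correlated above 0.1 (mean 0.00887), so the numbers show no pairing common to all groups. Between genotypes, same-numbered pairs had 0.207, 0.083, 0.035 and 0.172 in injured fish and 0.146, -0.013, 0.032 and 0.109 in sham fish. Different-numbered pairs reached 0.189 in injured and 0.064 in sham fish. Pairing of mutant and wild-type pools within a treatment is therefore not excluded, and a block common to all groups does not model it. With the number as a block the genotype effects had 745 and 314 genes, the injury effects 3545 and 4049, and the interaction 0, with 1070 genes at an unadjusted p below 0.05.

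Apart from ANKRD1, the results for named genes kept their direction under the alternatives and in the fits without a library. Of 39 such results, 5 lost their call under an alternative, once each, and 6 in at least 1 fit without a library, over 22 cases of a result and a fit. Of the 29 set tests that camera called, 21 lost their call under at least 1 alternative, over 35 cases of a test and an alternative. Of these cases, 21 came with the estimated correlation and 11 with fry. In the fits without a library, 8 of the 29 tests lost their call at least once, over 29 cases of a test and a fit.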

Other observations

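The edgeR tests, the set tests and the test of calls on the chromosome of ankrd1a, used again here, were fixed beforehand. Of the tests new to this part, the splits and the thinning were chosen before their results were seen. The others were chosen after, among them the sorting of splits by how evenly they mix the groups. Each split fitted only the libraries of its comparison. Of the 35 splits of the 8 wild-type libraries into 4 and 4, only the real one (1) gave as many genes as the 3208 of injury against sham, and the largest other gave 1. The same held in mutants, where 1 of the 35 splits reached 3931 genes and the others gave 0. It held for genotype in sham fish, where 1 of the 35 splits reached 858 genes, and in injured fish, where 1 of the 35 splits reached 198 and the largest other gave 2.

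Gene lists were called by camera in these splits too, with lists adjusted within 1 comparison. As many lists as in the real grouping came from 16 of the 35 splits for injury in wild type, 8 of 35 for injury in mutants, 30 of 35 for genotype in sham and 15 of 35 for genotype in injured fish. For injury, the other splits that reached the real number all set 3 libraries of one treatment and 1 of the other against the reverse, which keeps part of the injury difference. The 18 splits that mix the treatments evenly gave 2 to 6 lists in wild type and 0 to 7 in mutants, and 0 of them reached the real 9 and 8. For genotype, 18 of the 18 even splits reached the real 1 list in sham and 8 of 18 reached the real 7 in injured fish. Since even splits still gave lists, the preset correlation may be too low for them: with the estimated correlation, as in the alternative above, 0 contrasts were called for 9 lists. The injury lists that held under every set test are those for injury markers, cell cycle, extracellular matrix and leukocytes. Of these, the injury marker and matrix lists share genes.

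For the interaction, 14 of 100 regroupings of genotype within treatment gave at least 1155 genes at an unadjusted p below 0.05, but regroupings that mix genotype unequally in the 2 treatments turn a genotype effect into an interaction. In the 29 that mix genotype evenly in both, 1 gave as many, and the median was 415. These keep the genotype difference as spread within groups, so they do not settle whether an interaction exists. At least the 3 lists called for the interaction, adjusted over the lists of that comparison, came from 89 of the 100 regroupings, and from 25 of those 29. Only the real grouping (1 of 100) gave 204 genes with one sign in both genotype effects, and the other groupings gave 0. Because the mixed genotype splits above called at most 2 genes, this restates that the real contrasts have calls and does not test whether they agree.

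The genotype calls were weighed against technical explanations. After thinning every library to 5623721 counts, 799 genes were called in sham and 333 in injured fish, of which 735 and 311 were among the original calls, so depth is not the whole cause. The share of calls on the chromosome of ankrd1a was 4.24% in sham and 4.09% in injured fish, or 5.05% and 5.06% among genes placed on a single chromosome. This argues against linkage to the edited locus as the main source, although the calls within 10 Mb were in excess. Whether the remaining calls follow from the mutation or from the strain background cannot be told apart: the line and the wild type may differ at many loci, both predict the same genes with and without injury, and the same sign was found for 89.9% and 94.8% of calls. A scan of the other chromosomes for a linked region is void, since only 70.6% of sham and 66.9% of injured calls could be placed; the smallest adjusted p was 0.0635 in sham and 0.815 in injured fish over 50 tests. A hypothesis for a reader to pursue is that part of the genotype list is background, for example the MHC genes and actc1c.

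The actin gene actc1c was near all or none between libraries. It was at 3786 to 5552 CPM in sham wild type and 3.60 to 6.25 CPM in sham mutants, but at 4.78 CPM in injured wild-type replicate 4 and 1066 CPM in injured mutant replicate 1, so it did not follow genotype in injured fish. The paralog actc1a was 23750 ± 3200 CPM in sham mutants and 16140 ± 864 CPM in sham wild type (SD, n = 4; exact permutation p = 0.0286, the smallest 4 against 4 can give), but edgeR did not call it (adjusted p = 0.0824). The sum of both genes had a log2 ratio of 0.18, which is consistent with reads of a variant allele being assigned to actc1a in place of actc1c; how the authors' counting divided such reads is not stated. A true fall of actc1c made up by a rise of actc1a would look the same.

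In both treatments, acta2 and MYL9 (ENSDARG00000008030), picked after their values were seen, were higher in mutants. In sham fish acta2 was 241 ± 58.8 against 67.1 ± 10.7 CPM (log2 fold change 1.84, SE 0.25, edgeR adjusted p = 0.000552) and MYL9 1840 ± 453 against 692 ± 107 CPM (SD, n = 4; log2 fold change 1.41, SE 0.19, edgeR adjusted p = 0.000522). In injured fish the log2 fold changes were 1.53 (SE 0.25) and 1.88 (SE 0.19). Smooth muscle tissue in the mutant pools would raise MYH11 and MYLK as well, but their mean log2 fold change was -0.0098 in sham and -0.19 in injured fish. MYH11 averaged 41.1 ± 4.99 CPM in sham mutants and 40.8 ± 5.53 CPM in sham wild type (SD, n = 4). This was not the first test made. The median log2 fold change of 6 smooth muscle genes, MYH11 and MYLK among them, was tried before it. It gave -0.28 in sham fish, with 2 of the 6 higher, and 0.03 in injured fish, with 3 of the 6 higher. Because its members went both ways, the test was replaced, after that value was seen, by the mean of MYH11 and MYLK. A median over such members decides little. The reading was the same with both, but the 2 tests share genes and are not separate support. Extra smooth muscle tissue is therefore unlikely, and the strain background and the mutation both remain open as sources of the rise.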
